A study of Mus musculus with 14 samples. Its data were reported in "Adjudin improves beta cell maturation, hepatic glucose uptake and glucose homeostasis" (2023).

How the data were processed

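RNA was measured in cultured pancreatic islets of C57BL/6JRj mice at postnatal day 0. The islets had been kept for 1 day in medium with 11 mM glucose and either the vehicle DMSO or 10 µM adjudin. There were 7 libraries per treatment, and the labels give each library a replicate number and a batch. The deposited values are counts of sequencing reads per gene with no normalization. According to the methods and the submitters' processing notes, the authors aligned paired-end reads to GRCm38/mm10 with HISAT2 2.0.5 and counted them per gene with featureCounts 1.5.0-p3. The annotation release, the strand setting and the treatment of reads that map to several places are not given in the sources used here, so counts of genes with near-identical copies, overlapping neighbours or antisense partners are uncertain. According to the methods, each sample was pooled from several pups of either sex.

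The table lists 54532 gene identifiers, of which 38028 had at least 1 count. Library totals lay between 26475749 and 36900026 counts in 13 libraries and reached 108865228 in DMSO replicate 7. A single count equals 0.0378 CPM, the count scaled by the library total, in the smallest library and 0.00919 CPM in the largest. No pair of libraries matched within sampling noise, since the lowest chi-square per degree of freedom over all 91 pairs was 22.7 for genes with at least 10 counts in both. Pearson's r of log2 CPM across genes ranged from 0.939 to 0.980 between libraries, and genes are not independent replicates.

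Genes were kept by edgeR's filterByExpr with its minimum count of 10, which left 18732 genes holding 99.9% of all counts and left out 35800, among them Slc4a1, which the study names. Counts were scaled with trimmed means of M-values (TMM) and tested with edgeR 4.0.16's robust quasi-likelihood F test in R 4.3.3, with treatment as the one term and Benjamini-Hochberg adjustment over all genes tested. All fold changes are Adjudin over DMSO, and standard errors (SE) were derived from the fold change and its F statistic. CPM values are means ± SD over 7 libraries. Log2 CPM for scores and principal components used a prior count of 2. The 21 gene lists were tested with camera from limma 3.58.1 on voom values, with a preset correlation between genes of 0.01, two-sided, and Benjamini-Hochberg adjustment over the 21 lists. The estimated correlation was 0.58 for beta cell transcription factors, 0.96 for the beta cell genes the study names and 0.42 for proliferation genes. It was 0.01 for targets of the aryl hydrocarbon receptor. Where it exceeds the preset value, the adjusted p with the preset can be too small. For 12 cell type lists, the score of a library was the mean log2 CPM of the tested members, compared by an exact two-sided permutation of the 14 labels with adjustment over the 12 lists. Principal components came from the 5000 genes with the highest median absolute deviation, and the first 3 were tested in the same way.

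The tests, the gene lists, the cell type lists, the alternatives and the rule for named genes were chosen before the data were examined, except those named as later choices. The paper and its supplement had been read by then, and 1 list holds the beta cell genes that its text names from these samples. The supplement holds the study's tables of changed genes for these islets. The lists of aryl hydrocarbon receptor targets, Nrf2 targets, metallothioneins and the integrated stress response were set after it was read. They are therefore not fully independent of these samples. The rule named up to 10 genes per direction past the threshold with a mean log2 CPM of at least 0 and the same direction in at least 6 of 7 pairs, and where fewer passed, the genes of the smallest p up to 5 per direction. It also named up to 4 called members and the most abundant member of each list, every gene that the study's text or its qPCR panel names for these islets, and the gene of the smallest p in each direction.

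The labels place the DMSO and Adjudin libraries of 1 replicate number in 1 batch, so the numbers pair the libraries. Deviations from the group means correlated between same-numbered libraries with r from −0.14 to 0.45 across genes and a mean of 0.25, against a mean of −0.04 between other numbers. A fit with the replicate number as a block was therefore set beside the unblocked design, which was fixed first. The paper's methods name DESeq2 and give no design formula. Within-pair differences were tested by exact two-sided sign flips over 7 pairs, where the smallest p that can be reached is 0.0156.

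Alternatives included DESeq2 1.42.0 and limma-voom, each with and without the block, other scalings and filters, scores of mesenchymal or acinar genes as covariates, an estimated correlation in camera, the self-contained test fry, and the removal of each library or pair. The scripts were tested on simulated counts of Adjudin against DMSO with 200 changed genes. Over 18445 genes, edgeR recovered 73 of 100 genes changed 2-fold and 33 of 100 changed 1.5-fold, with 2 false calls among 108. With the block it recovered 62 and 17 of these, and limma-voom 74 and 33. DESeq2 recovered 81 and 43 over 18732 genes, with 23 false calls among 147. The simulated counts held no differences between pairs, so the lower recovery with the block does not carry over to these paired libraries. Figures were drawn with matplotlib 3.10.9.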

Results

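Gene expression was compared between pancreatic islets of newborn mice cultured for 1 day with DMSO, the solvent control, and islets cultured with 10 µM adjudin, an indazole compound first studied as a male contraceptive. The medium held 11 mM glucose. Each treatment had 7 libraries, and DMSO and Adjudin libraries of the same replicate number shared a batch and are called a pair. Library totals were 26475749 to 36900026 counts in 13 libraries and 108865228 in DMSO replicate 7, and 18732 genes were tested. The comparison asks which genes adjudin changes in islets whose beta cells are still immature.

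Cyp1a1, the xenobiotic-metabolising cytochrome P450 that the aryl hydrocarbon receptor induces, rose 5.00-fold with adjudin. Its level was 3.499 ± 1.27 CPM in DMSO and 17.4 ± 6.93 CPM in Adjudin libraries (SD, n = 7 each), and it was higher in 7 of 7 pairs. The listed targets of this receptor rose as a group of 9 tested genes, Cyp1a1 included, of which 8 had positive log2 fold changes. The others included Nqo1, a quinone reductase, at 10.5 ± 1.98 and 14.6 ± 2.40 CPM, Ahrr, the repressor of the receptor, at 8.46 ± 1.58 and 11.98 ± 3.36 CPM, and Cyp1b1, another cytochrome P450, at 230 ± 40.7 and 276 ± 61.7 CPM. Cyp1b1 was higher in 7 of 7 pairs with a log2 fold change of 0.26 ± 0.15 (SE), which did not pass, while with the replicate block it passed when adjusted over the list alone (adjusted p 0.0179 by edgeR). Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824 in GRCm38/mm10) had a log2 fold change of 2.32 ± 0.31 (SE) and an adjusted p of 0.0275 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By camera, which compares a list with all other genes, the target list had an adjusted p of 5.67e-09, and an adjusted p of 0.000798 with an estimated correlation. Of its members, 1 passed over all genes tested and 3 passed when adjusted over the list alone, Cyp1a1, Nqo1 and Ahrr, against 0 and 6 with the replicate block, all by edgeR, while DESeq2 with the block called 2, Cyp1a1 and Nqo1. With the replicate block Cyp1a1 no longer passed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at a log2 fold change of 2.27 ± 0.31 and an adjusted p of 0.321, but DESeq2 with the block called it, at a log2 fold change of 2.27 ± 0.26 and an adjusted p of 1.52e-13. The edgeR call without the block was also lost without DMSO replicate 2, 3, 4, 5, 6 or 7 (adjusted p 0.121, 0.0602, 0.125, 0.0862, 0.0786 and 0.0818), without Adjudin replicate 1, 2, 3, 6 or 7 (0.0919, 0.0632, 0.0705, 0.0862 and 0.0922), and without both libraries of replicate 1, 2, 3, 4, 6 or 7 (0.0665, 0.258, 0.153, 0.0650, 0.240 and 0.259), while the log2 fold change stayed between 2.14 and 2.51 over all alternatives.

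Over all genes, Cyp1a1 was the 1 gene past an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 424 genes, 235 higher and 189 lower, where 937 would pass by chance. Scaling by library totals alone gave 280 higher and 134 lower. Next in rank were Ddit4, Apln, a vascular peptide hormone, Meltf, an iron-binding protein of the transferrin family, and Mt1 on the higher side, and Hist1h2ab, a histone, Gm26811, Gm37790, Cyp4f18, a cytochrome P450, and Gm43457 on the lower side. DESeq2 called 3 genes, Cyp1a1, Apln and Ddit4, and limma-voom called 0, with 827 and 477 at an unadjusted p under 0.05, so among members of the gene and cell type lists these tools called Cyp1a1 and Ddit4 alone. With the replicate block edgeR called 0 genes, with 1055 at an unadjusted p under 0.05, 609 higher and 446 lower, and limma-voom called 0 with 1123. DESeq2 with the block called 111, of which 102 were higher and 9 lower, and had 1395 at an unadjusted p under 0.05, and 39 of the 111 are members of the gene and cell type lists. Without DMSO replicate 5 there were 644 genes at an unadjusted p under 0.05.

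Genes of detoxification and metal binding were higher as well. Mt1, which encodes a metallothionein that binds zinc and copper, had 58.6 ± 22.4 CPM in DMSO and 117 ± 23.8 CPM in Adjudin libraries (SD, n = 7 each) and was higher in 7 of 7 pairs. The metallothionein list, with 2 of 3 members tested, rose by camera with an adjusted p of 4.20e-05, and the adjusted p was 0.0215 with an estimated correlation. With an estimated correlation, the block and no pair 5 the camera adjusted p was 0.130. The other tested member had a log2 fold change of 0.68 and no unadjusted p under 0.05 by edgeR, so the list adds little to Mt1. In GRCm38/mm10 Mt1 is ENSMUSG00000031765 (chromosome 8, 94179082 to 94180327). Mt1 itself had a log2 fold change of 0.99 ± 0.23 (SE) and passed when adjusted over the list alone, while 0 members passed over all genes tested and 1 had an unadjusted p under 0.05 by edgeR. DESeq2 with the block called Mt1 (adjusted p 2.70e-07). The antioxidant targets of Nrf2 rose as a list of 17 genes, 16 of them positive, with a camera adjusted p of 1.53e-07 and an adjusted p of 0.0505 with an estimated correlation. With the replicate block the latter adjusted p was 0.00815. Gpx2, an epithelial glutathione peroxidase, had a log2 fold change of 1.17 ± 0.41 and Gstp1, a glutathione transferase, one of 0.32 ± 0.10. By edgeR 0 members of this list passed over all genes tested, 2 passed when adjusted over the list alone (Nqo1 and Gstp1) and 5 had an unadjusted p under 0.05, and DESeq2 without the block called 0. With the block 4 passed by edgeR when adjusted over the list alone, Gpx2 and Gsta1 added, and 0 over all genes tested, while DESeq2 with the block called the same 4 (adjusted p 9.57e-06 for Gpx2, 0.00371 for Gsta1, 0.0333 for Nqo1 and 0.0374 for Gstp1). In the same libraries the acinar marker score was higher by 2.17 and the ductal score by 0.58 on the log2 scale, each in 6 of 7 pairs.

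Genes of the integrated stress response rose slightly, with 19 of 20 members above 0 and a median log2 fold change of 0.10. Ddit4, an inhibitor of mTORC1 signalling, had 62.4 ± 3.36 CPM in DMSO and 77.3 ± 4.19 CPM in Adjudin libraries (SD, n = 7 each), and Gdf15, a stress-induced cytokine, 7.68 ± 1.98 and 11.9 ± 1.58 CPM, each higher in 7 of 7 pairs. Atf4, the transcription factor of this response, did not pass, with a log2 fold change of 0.09 ± 0.08 (SE). The list had a camera adjusted p of 2.74e-07, and an adjusted p of 0.158 with an estimated correlation. By edgeR 0 of 20 passed over all genes tested, 2 passed when adjusted over the list alone, Ddit4 and Gdf15, and 3 had an unadjusted p under 0.05, and DESeq2 called 1, Ddit4. With the block Nupr1, a stress-induced regulator, passed as well by edgeR when adjusted over the list alone, 3 of 20, and DESeq2 with the block called these 3. The 16 endoplasmic reticulum chaperones did not pass, with a median log2 fold change of −0.00, a mean of 0.01 and an adjusted p of 0.417 by camera, which was 0.0110 with the mesenchymal score as a covariate, and Hspa5, the main chaperone among them, had 1393 ± 174 and 1374 ± 114 CPM.

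Transcription factors that specify and maintain beta cells rose as a list. Of 18 tested members 17 had positive log2 fold changes, with a median of 0.59. Pdx1, which controls pancreas formation and insulin gene transcription, had 10.3 ± 6.61 CPM in DMSO and 18.1 ± 13.4 CPM in Adjudin libraries (SD, n = 7 each), and Mafa, an activator of insulin transcription in mature beta cells, 33.5 ± 21.8 and 56.5 ± 40.2 CPM, each higher in 7 of 7 pairs. Neurod1, Nkx2-2, Nkx6-1, Pax6 and Mnx1, also transcription factors of endocrine cells, were higher in 7 of 7 pairs too. The spread between replicates exceeded these differences, and by edgeR 0 of 18 passed over all genes tested, 0 passed when adjusted over the list alone and 0 had an unadjusted p under 0.05, and DESeq2 without the block called 0. With the replicate block, 0 passed over all genes tested by edgeR and 11 passed when adjusted over the list alone, and DESeq2 with the block called 6. Pdx1 then had a log2 fold change of 0.76 ± 0.13 (SE), and the score of the list was higher by 0.51 ± 0.25 (SD over 7 pairs) with an exact two-sided sign-flip p of 0.0156, the smallest that 7 pairs can give. The camera adjusted p was 0.000232 and became an adjusted p of 0.495 with an estimated correlation, or an adjusted p of 0.0402 with an estimated correlation and the block, which was 0.0632 without pair 5. Without DMSO replicate 5 the camera adjusted p was 0.0511. In GRCm38/mm10 Pdx1 is ENSMUSG00000029644 (chromosome 5, 147269959 to 147275848), and Mafa is ENSMUSG00000047591 (chromosome 15, 75745490 to 75748228). In these pairs the ductal score was higher by 0.58, the alpha cell score by 0.65 and the acinar score by 2.17, each in 6 of 7 pairs.

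Genes of glucose sensing, hormone processing and exocytosis rose as lists, while the insulin genes had log2 fold changes near 0. Pcsk1 and Pcsk2, the proteases that cut proinsulin, had 53.5 ± 34.5 and 134 ± 95.6 CPM in DMSO and 98.0 ± 75.6 and 218 ± 186 CPM in Adjudin libraries (SD, n = 7 each). Slc2a2, the glucose transporter of beta cells, Abcc8, a subunit of their ATP-sensitive potassium channel, the potassium channel gene Kcnk16 and the vesicle gene Syt13 were higher in 7 of 7 pairs with log2 fold changes of 0.51 to 0.66. Ins1 and Ins2, the insulin genes, had log2 fold changes of −0.03 ± 0.80 and −0.13 ± 0.86 (SE), and Ins2 was higher in 2 of 7 pairs. With the block these were 0.44 ± 0.66 and 0.38 ± 0.85, so their sign is not settled, and in DMSO replicate 5 Ins2 had 2.22 CPM against 581 CPM in Adjudin replicate 5. Iapp, which encodes a peptide secreted with insulin and was chosen after its values were seen, had 1097 ± 755 and 1926 ± 1086 CPM and was higher in 7 of 7 pairs. The glucose sensing list had 19 of 20 members above 0 and a camera adjusted p of 0.00396, and the hormone processing list had 23 of 30 members above 0 and one of 0.00931. With an estimated correlation the adjusted p was 0.495 for the former and 0.639 for the latter. By edgeR 0 members of either list passed over all genes tested or adjusted over the list alone, with 0 and 1 at an unadjusted p under 0.05. With the block 5 and 6 passed by edgeR when adjusted over the list alone, 0 over all genes tested, and 8 in each list had an unadjusted p under 0.05, while DESeq2 with the block called 5 in each. Without DMSO replicate 5 the camera adjusted p was 0.213 and 0.614, and without replicate 3 it was 0.116 and 0.310, without replicate 4 it was 0.205 and 0.513, and without replicate 6 it was 0.0735 for the hormone list. In the same libraries the alpha cell score was higher by 0.65, the ductal score by 0.58 and the acinar score by 2.17, each in 6 of 7 pairs.

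The 17 beta cell genes that the study's text names from these samples were all above 0, with log2 fold changes of 0.50 to 0.87. With the block 17 of 17 passed by edgeR when adjusted over the list alone and 0 over all genes tested, and DESeq2 with the block called 14, but a list the study chose on these samples is not independent evidence of its direction. Without the block 0 passed by edgeR on either adjustment, and 0 had an unadjusted p under 0.05. This list had a camera adjusted p of 4.44e-05, or an adjusted p of 0.495 with an estimated correlation and an adjusted p of 0.0402 with an estimated correlation and the block. The 10 genes of the study's qPCR panel, which add G6pc2, Ucn3, Ins1 and Ins2, had 8 members above 0. Its camera adjusted p was 0.00396, or an adjusted p of 0.495 with an estimated correlation and an adjusted p of 0.0487 with an estimated correlation and the block. By edgeR 0 of these 10 passed over all genes tested, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05, against 0, 6 and 7 with the block, and DESeq2 with the block called 4. G6pc2, a glucose-6-phosphatase of islets, was higher in 7 of 7 pairs, and Ucn3, a marker of mature beta cells, in 3 of 7. With an estimated correlation, the block and no pair 5, the adjusted p was 0.0632 for the named genes and 0.130 for the panel. Without DMSO replicate 5 the camera adjusted p was 0.193 for the former and 0.718 for the latter.

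**Figure D1:**
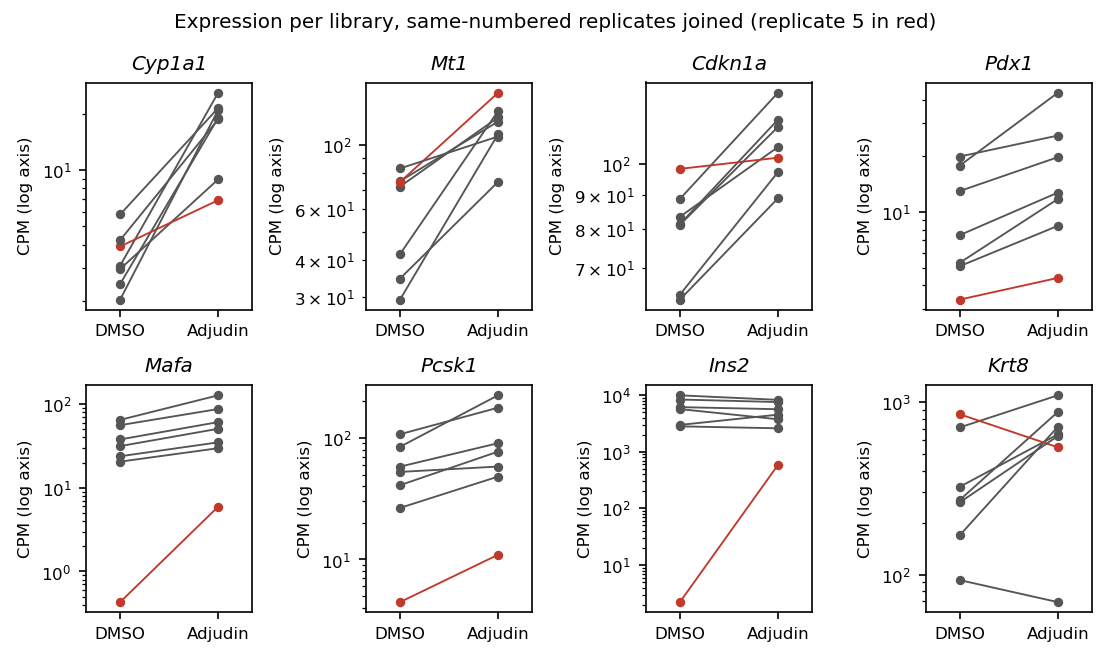
Expression of 8 named genes in CPM on a log axis, with DMSO and Adjudin libraries of the same replicate number joined by a line, and replicate 5 in red. Cyp1a1, Mt1, Cdkn1a, Pdx1, Mafa and Pcsk1 were higher in 7 of 7 pairs, Ins2 in 2 and Krt8 in 5.

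Cell cycle genes were slightly lower as a list. Of 28 proliferation genes 0 had a positive log2 fold change, with a median of −0.11. Mki67, the proliferation antigen, had 167 ± 27.5 and 146 ± 23.3 CPM, and Top2a, a topoisomerase of dividing cells, 223 ± 23.4 and 208 ± 20.8 CPM (SD, n = 7 each). The list fell by camera with an adjusted p of 3.07e-05, but the adjusted p was 0.457 with an estimated correlation. By edgeR 0 of 28 passed over all genes tested, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05, and DESeq2 called 0. The score was lower in 3 of 7 pairs, by 0.50 and 0.48 in pairs 3 and 4, where the ductal score was higher by 1.401 and 1.411, against −0.38 to 1.10 in the other pairs, and without replicate 3 or replicate 4 the adjusted p was 0.213 or 0.205. Among 7 cell cycle inhibitors, Cdkn1a, which encodes p21, had 80.02 ± 12.8 CPM in DMSO and 108 ± 12.99 CPM in Adjudin libraries, higher in 7 of 7 pairs, and was the one gene that passed by edgeR without the block when adjusted over the list alone, with 0 over all genes tested and 3 at an unadjusted p under 0.05. DESeq2 without the block called 0 of the 7 and with it called Cdkn1a, at a log2 fold change of 0.44 and an adjusted p of 0.000112. In GRCm38/mm10 Cdkn1a is ENSMUSG00000023067 (chromosome 17, 29090976 to 29100727). Cdkn1c, which encodes p57, had a log2 fold change of 0.43 ± 0.19 and Cdkn2a, the p16 and p19 locus, one of −0.70 ± 0.33 (SE), and with the block Cdkn2a passed too when adjusted over the list alone. The inhibitors as a list did not pass, with a camera adjusted p of 0.622 in the higher direction, a median log2 fold change of −0.06 and a mean of −0.01. Pdgfrb, a growth factor receptor of mesenchymal cells, had 307 ± 74.1 and 259 ± 40.1 CPM.

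Nuclear genes of energy metabolism rose as 3 lists, with medians near 0. The tricarboxylic acid cycle genes had a median log2 fold change of 0.03 and the nuclear genes of oxidative phosphorylation one of 0.01, each higher by camera with an adjusted p of 0.0315 and 0.00524, which became an adjusted p of 0.136 and 0.658 with an estimated correlation. Glycolysis genes, with a median log2 fold change of 0.08, also had an adjusted p of 0.0315, and an adjusted p of 0.272 with an estimated correlation. Their 19 tested genes come from 18 symbols, since Aldoa has 2 identifiers, and with a mean log2 fold change of 0.21 they lay further above 0 than by their median. Their score was higher in 7 of 7 pairs, by 0.28 ± 0.11 (SD over 7 pairs), with an adjusted exact two-sided sign-flip p of 0.0469. With the block 2 of the 19 passed by edgeR when adjusted over the list alone and 0 over all genes tested, and DESeq2 with the block called 2. Without the block 0 members of these 3 lists passed over all genes tested or adjusted over the list alone by edgeR, and 0 tricarboxylic acid cycle, 0 glycolysis and 2 oxidative phosphorylation genes had an unadjusted p under 0.05, against 3, 4 and 1 with the block. The 13 mitochondrially encoded messenger RNAs did not pass, with an adjusted p of 0.144, but passed without replicate 1, 3 or 7 (adjusted p 0.0484, 0.0415 and 0.00475) and without DMSO replicates 5 and 7 (0.0141), and mt-Co1, a cytochrome oxidase subunit, had a log2 fold change of 0.12 ± 0.22 (SE). The tricarboxylic acid cycle call was lost without DMSO replicate 5, replicate 4 or replicate 6 (adjusted p 0.0545, 0.115 and 0.0735), the glycolysis call without DMSO replicate 5 or replicates 3, 4 or 6 (0.0998, 0.0799, 0.205 and 0.0735) and the oxidative phosphorylation call without DMSO replicate 5, replicate 4 or replicate 6 (0.216, 0.233 and 0.390). The oxidative phosphorylation call was also lost with the mesenchymal score as a covariate (camera adjusted p 0.966), and its score was higher in 4 of 7 pairs. Gapdh, a glycolytic enzyme with many pseudogene copies, had 16.3 ± 17.9 and 18.9 ± 24.7 CPM (SD, n = 7 each), so its count is uncertain. Cholesterol synthesis genes rose as a list, 15 of 16 above 0 with a median of 0.17 and a camera adjusted p of 5.61e-07, or an adjusted p of 0.158 with an estimated correlation. Cyp51, an enzyme of that pathway, had 96.7 ± 11.4 and 110 ± 15.8 CPM (SD, n = 7 each), and 0 members passed over all genes tested, adjusted over the list alone or at an unadjusted p under 0.05 by edgeR, against 3 at the last with the block.

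Junction and adhesion genes rose as a list of 23, 16 of them above 0 with a median log2 fold change of 0.14. Cdh1, which encodes E-cadherin, and Cldn4, a claudin of tight junctions, had log2 fold changes of 0.70 ± 0.54 and 0.69 ± 0.57 (SE) and were higher in 4 and 5 of 7 pairs, and Itga5, an integrin chain, one of −0.19 ± 0.13. The camera adjusted p was 0.00396, and the adjusted p was 0.495 with an estimated correlation. By edgeR 0 members passed over all genes tested or adjusted over the list alone, and 1 had an unadjusted p under 0.05, against 7 with the block. Without replicate 3, 4 or 7 the adjusted p was 0.116, 0.115 or 0.168. The ductal score, which also reads epithelial genes, was higher by 0.58 in these libraries. Targets of NF-kB, a regulator of inflammation, rose as a list with 14 of 16 above 0 and an adjusted p of 0.0315, or an adjusted p of 0.495 with an estimated correlation, and the call was lost without DMSO replicate 5 or replicates 1, 3 or 7 (0.0686, 0.290, 0.131 and 0.314). For these targets the camera adjusted p was 0.534 with the mesenchymal score as a covariate. By edgeR 0 of these passed over all genes tested or adjusted over the list alone, and 1 had an unadjusted p under 0.05. Chloride channel and transporter genes did not pass, with an adjusted p of 0.406, a median of −0.02 and a mean of 0.06, nor did Ano1, a calcium-activated chloride channel, with 27.7 ± 12.6 and 42.2 ± 16.6 CPM. Genes that mature beta cells keep silent did not pass either, at a camera adjusted p of 0.580 and a median of 0.01. Among them were Ldha, a lactate dehydrogenase, and Slc16a1, a lactate transporter. The libraries hold much RNA of other cells, with 10445 ± 3113 CPM of the collagen gene Col3a1 in DMSO against 5117 ± 3433 CPM of Ins2. Pdgfra belongs to both this list and the mesenchymal one. The list therefore does not read beta cells alone, and a change within them could be hidden.

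Of the marker scores of other cell types 0 of 12 passed, and acinar genes had the largest difference. The acinar score was 0.05 ± 1.81 in DMSO and 2.22 ± 1.01 in Adjudin libraries (log2 CPM, SD, n = 7 each), with an exact permutation p of 0.0216 that became 0.259 after adjustment over 12 lists. Ctrb1, a digestive protease of acinar cells, ranged from 0.0616 to 185 CPM in DMSO libraries. The ductal score was 4.69 ± 0.91 and 5.27 ± 0.87, and Krt8, an epithelial keratin, had 383 ± 286 and 656 ± 317 CPM. The alpha cell score was 3.30 ± 1.28 and 3.95 ± 0.89, and the mesenchymal score 9.45 ± 0.24 and 9.34 ± 0.19, lower in 5 of 7 pairs. Macrophage genes had scores of 6.82 ± 0.24 and 6.63 ± 0.28. The other lists differed by −0.04 for pericytes and smooth muscle, 0.12 for delta, PP and epsilon cells, 0.01 for endothelium, −0.14 for lymphocytes, −0.70 for erythroid cells, −0.11 for neural and Schwann cells and −0.04 for sex-linked genes. By the exact permutation test 0 of 12 scores passed, and by the sign-flip test within pairs 0 of 12. By edgeR 0 markers passed over all genes tested or adjusted over the list alone. With the replicate block 5 acinar genes (Try4, Prss3, Prss1, Cela2a and Ctrb1) and 5 macrophage genes (Cybb, Csf1r, Aif1, Cx3cr1 and Siglec1) passed when adjusted over the list alone, the former higher and the latter lower with adjudin, and so did Rbp4 among the delta, PP and epsilon cell genes, higher, and Heyl among the pericyte genes, lower. DESeq2 with the block called 9 acinar genes, Rbp4 (adjusted p 5.91e-05), Heyl (0.000505), the alpha cell gene Ttr (0.0336, higher) and 0 macrophage genes.

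**Figure D2:**
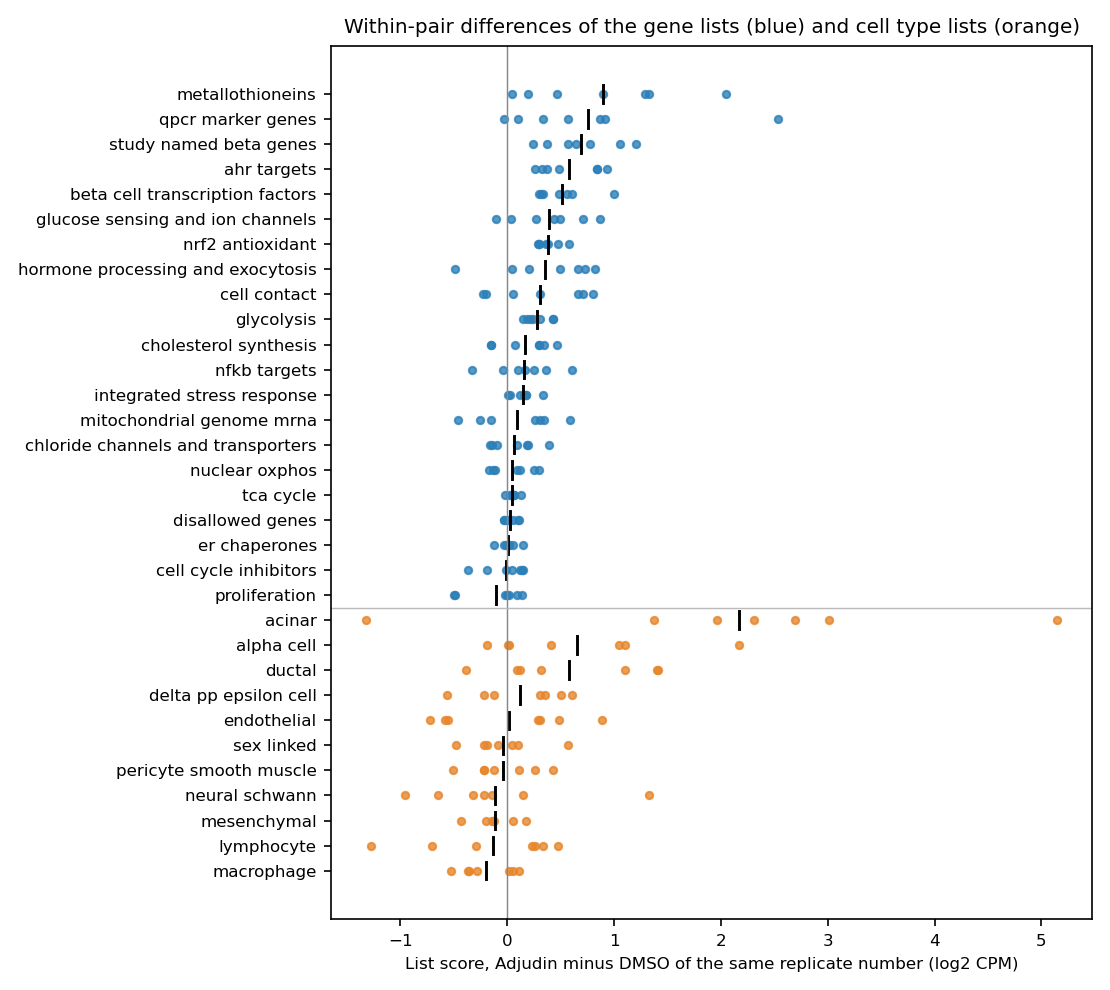
Differences of list scores between Adjudin and DMSO within each of the 7 pairs, in log2 CPM, for the 21 gene lists (blue points) and 11 cell type lists (orange points), with a black bar at each mean and the erythroid list left out for its range. The targets of the aryl hydrocarbon receptor were higher in 7 of 7 pairs and the acinar genes in 6 of 7.

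The first 3 principal components held 20.6%, 15.6% and 14.4% of the variance, and 0 of 3 separated the treatments. Each had an adjusted exact permutation p of 0.385. Over 500 genes in place of 5000 the third component passed, with an adjusted exact permutation p of 0.0490 and higher values in 7 of 7 pairs. Over all 18732 genes it did not pass by exact permutation (adjusted p 0.523), but it was again higher in 7 of 7 pairs, with an adjusted exact sign-flip p of 0.0469.

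**Figure D3:**
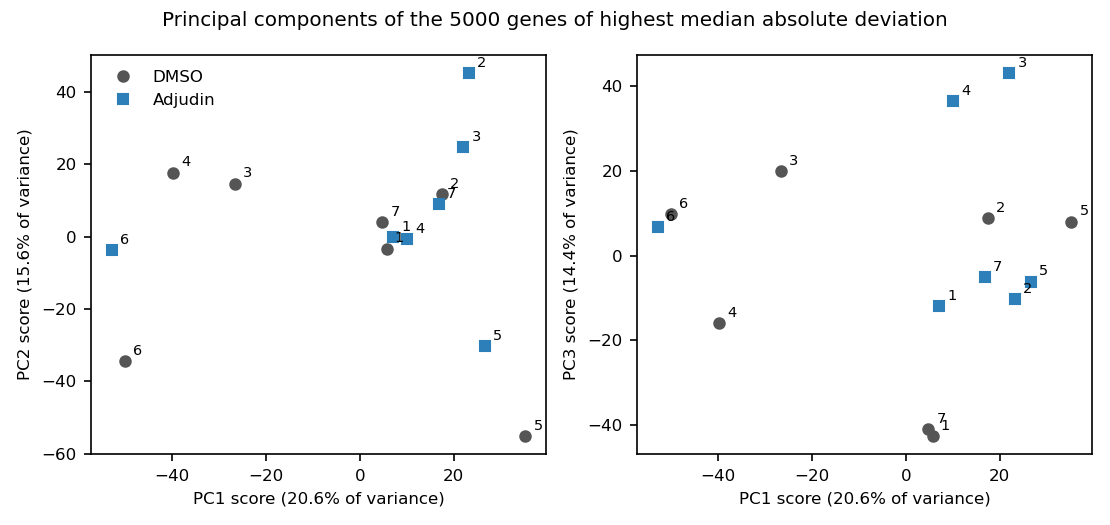
Scores of the 14 libraries on the first 3 principal components of 5000 genes, with DMSO as grey circles, Adjudin as blue squares and replicate numbers beside them. The treatments overlap on each component, and Adjudin replicate 6 lies apart from the other Adjudin libraries on the first at −52.7.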

Values the study reported

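The study sequenced 7 biological replicates of newborn islets per treatment. It reported 1395 genes changed by adjudin at a p under 0.05 with any fold change, 853 of them higher and 542 lower. In a separate assay of DNA synthesis, it reported 1.49% proliferating beta cells in control islets of newborn mice and 0.41% after adjudin.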

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

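The tests of single libraries for Cyp1a1, of insulin, Iapp and replicate 5 for the beta cell genes, of acinar correlation, of gene lists with both the block and an estimated correlation, and of gene lists without the 2 that the study chose were chosen only after the result was seen.

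A library is given here where its gap to the nearest library of its group is larger than Dixon's 95% critical value for 7 samples, and chance flags about 1 in 20 groups. Of 232 groups of values 21 were past it, where 12 would be by chance. The total of DMSO replicate 7 was 109 M counts. DMSO replicate 5 had the lowest scores of hormone processing genes (3.87), of the qPCR panel (0.456) and of the beta cell genes the study names (0.818). DMSO replicate 4 had a metallothionein score of 1.347, Adjudin replicate 6 a ductal score of 3.40 and a first principal component of −52.69, and Adjudin replicate 4 a macrophage score of 6.04 and 153 CPM of Sox10. Adjudin replicate 2 had an erythroid score of 5.30, 180 CPM of Hbb-bs and 18.4 CPM of Slc4a1, and DMSO replicate 1 had 192 CPM of Hbb-bs and 7.08 CPM of Cyp4f18. The sex-linked score was 2.98 in DMSO replicate 2 and 2.50 in Adjudin replicate 2. Neurod1 had 39.1 CPM in Adjudin replicate 3 and Ms4a1 94.8 CPM in Adjudin replicate 1. DMSO replicate 7 had 465 CPM of Ldha, 65.7 CPM of Slc16a1 and 2226 CPM of Itgb1.

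Cyp1a1 was higher with adjudin. A change in 1 scored cell type alone is argued against, since the lowest log2 fold change with a cell type score as covariate was 2.14, although 6 of 12 covariates ended the call by edgeR with Benjamini-Hochberg adjustment, at adjusted p 1.00 for the acinar score, whose fit had a larger SE of 0.44, 0.139 for alpha cells, 0.0949 for delta, PP and epsilon cells, 0.0834 for mesenchyme, 0.0803 for ducts and 0.0600 for sex-linked genes. Each fit held 1 score and none a beta cell score, so a joint change of several cell types was not tested and stays open. A single library setting the difference is argued against too, since the lowest value without 1 library was 2.21. The 7 tested targets of the aryl hydrocarbon receptor other than Cyp1a1 and Nqo1 were higher as a mean in 6 of 7 pairs with an exact two-sided sign-flip p of 0.03125, so a response of this receptor is a candidate explanation that stays open.

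Beta cell genes were higher with adjudin within pairs. Fewer mesenchymal cells are argued against as the whole cause, since the change at no mesenchymal difference was 0.41 ± 0.09 (SE) on the log2 scale. That value rests on 7 pairs and a slope of −0.87 ± 0.43 (SE), and noise in the score would flatten the slope and raise it. In pairs 1 and 5, however, the mesenchymal score was higher by 0.17 and 0.05, and the transcription factor list by 0.33 and 0.48. DMSO replicate 5 alone is argued against too, since the mean without pair 5 was 0.52. Over all 7 pairs a larger share of beta cells cannot be told apart from a change within them, because DMSO replicate 5, near absent in insulin, turns the difference of pair 5, and the exact two-sided sign-flip p of the transcription factors against Ins1 and Ins2 was 1. The other 6 pairs leave it open too, since insulin had a mean within-pair difference of −0.07 (SD 0.38) on the log2 scale and lay under the list in all 6, with a p of 0.03125, the smallest that 6 pairs can give, while Iapp, also an abundant beta cell transcript, was higher in all 6 by a mean of 0.85 (SD 0.70). A larger share of epithelial tissue likewise stays open, since the ductal score was higher by 0.58.

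Acinar genes differed widely between libraries. A single library setting the difference is argued against, since the lowest difference without 1 library was 1.87. The deviations of acinar genes from their group means had a mean pairwise correlation of 0.501 across libraries, so acinar tissue carried over to differing extents may be the source. The score's difference between treatments did not pass (adjusted exact permutation p 0.259), so whether adjudin changes that extent stays open.

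Other splits of the 14 libraries were compared with the real one. Of 100 splits, 3, the real one included, gave at least as many genes past the adjusted threshold by edgeR as the real 1, with 510 as the highest other. Such an unblocked count was thus rare at the 0.05 level. It rests on 1 gene, whose call was lost in most fits without 1 library or pair, so chance is not excluded by it. The split of 510 points to a structure of the samples other than treatment, and it keeps 6 of 7 pairs together, but 6 other splits that part 1 pair gave 0 genes and a split with 33 genes parts 5 pairs, so that structure is not shown to be the pairing. Among the 64 splits that part all 7 pairs, as the real one does, the highest other count was 0. With the block the real count was 0 and the highest other 4, so nothing is excluded for the blocked count. At the unadjusted threshold 74 of 100 splits gave at least the real 424, with 5111 as the highest other. Of the 64 splits that part all 7 pairs, 25 did so without the block, with 831 as the highest other. Chance cannot be excluded by either comparison. For the gene lists 1 of 100 splits, the real one, gave 16, with 15 as the highest other and a median of 7 over the others. Without the 2 lists that the study chose on these samples 1 gave 14, with 13 as the highest other and a median of 6. Camera with the preset correlation thus passed several lists under other splits too. Among the 64 splits that part all pairs, with the replicate block, 20 gave at least the real 1055 genes at the unadjusted threshold, with 2857 as the highest other, while for the lists 1 gave 16 against 15, and with an estimated correlation 1 gave 6 against 3. Without the 2 lists that the study chose, 1 of these 64 gave 14 against 13, and with an estimated correlation 1 gave 4 against 3. The lists share genes and each real count without these 2 is 1 above the highest other, so the margin is small. Among the 64 with the block, the splits with 13 lists and the split with 3 keep the real label in 12 of 14 libraries. Such splits would hold much of any treatment effect, so the margin over them does not measure closeness to chance. With an estimated correlation the median over the other splits was 0. Among the 100 splits, however, a split with 13 keeps the real label in 8 of 14 libraries. The real counts also keep the lists that were set after the study's supplement had been read. For DESeq2 with the block, 5 of 40 such splits gave at least the real 111 genes, with 629 as the highest other, and 9 of 40 gave at least 1395 at the unadjusted threshold, with 3045 as the highest other, so chance cannot be excluded for either count.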

How the results depend on the processing

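Chosen only after the result was seen were the removal of DMSO replicates 5 and 7, of pair 5 with the block, of DMSO replicate 5 for unadjusted counts and lists, sample weights, limma-voom with the block at the unadjusted threshold, the block with an estimated correlation, and permutations of list scores. The count of genes past the adjusted threshold, 1 by edgeR, was 3 by DESeq2, 111 by DESeq2 with the block, and 0 with the block, by limma-voom with or without block or weights, with the mesenchymal or acinar covariate, without DMSO replicates 5 and 7, and with the block without pair 5, and 0 to 1 over all sets without 1 library or pair. The unadjusted count, 424, was 827 by DESeq2 and 1395 with its block, 1055 with edgeR's block, 2884 with no filter, 1123 by limma-voom with the block, 664 without DMSO replicates 5 and 7, 1251 with the block without pair 5, 1704 with sample weights, 1386 with weights and block, and 315 to 644 over the sets without 1 library or pair, highest without DMSO replicate 5. Of 21 lists, 16 passed, against 2 with an estimated correlation, 2 by fry, 6 with block and estimated correlation, 2 with these and without pair 5 (targets of the aryl hydrocarbon receptor and of Nrf2), 9 without DMSO replicates 5 and 7, 2 by exact permutation, 7 by sign flips with the block, and 7 to 16 over the sets without 1 pair or DMSO replicate 5, with 9 without replicate 4 and 7 without DMSO replicate 5. The third principal component passed over 500 genes, 1 of 3. Directions turned, none past the threshold, for the qPCR panel without DMSO replicates 5 and 7 (adjusted p 0.802), for cell cycle inhibitors without replicate 4 (0.932), without replicate 6 (0.8996), by permutation (0.871) and by sign flips (0.797; 0.213 to 0.932 over sets without 1 pair or DMSO replicate 5), for mitochondrial messenger RNAs with the mesenchymal covariate (0.373), for chaperones without replicate 1 (0.887, range 0.0746 to 0.887 over the same sets, and 0.0110 with the mesenchymal covariate, past the threshold) and for chloride genes without replicate 3 (0.748, range 0.0566 to 0.974). The cause was not tested. Of 78 named genes 21 changed sign in some alternative, 26 of the 39 alternative fits and 4 of 10 further cell type covariates left Cyp1a1 uncalled, and DESeq2 called Ddit4 and Apln as well. By edgeR and camera the block changed no other call than those given in the report. Scaling moved the median of all genes by at most 0.017 on the log2 scale.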

Other observations

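The comparisons of single libraries by insulin, liver and sex-linked genes, and the count of genes without overlap, were chosen only after the result was seen.

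The study's text names further genes for these islets, and since it chose them on these samples they are not independent evidence. Of the 27 genes it gives as higher, 27 had log2 fold changes above 0, from 0.17 to 0.87, with 3 at an unadjusted p under 0.05 by edgeR and 24 with the replicate block. They include the mitochondrial transfer RNA gene mt-Tc, at 25.8 ± 5.26 and 34.9 ± 6.81 CPM (SD, n = 7 each), and the ribosomal RNA gene mt-Rnr2, at 0.27 ± 0.18 (SE) on the log2 scale. Of 4 genes given as lower 3 were tested, all below 0, and Slc4a1 was left out by the filter. The 8 genes given as not changed had log2 fold changes of −0.15 to 0.20, with 0 at an unadjusted p under 0.05 with or without the block.

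The unadjusted threshold gave 424 genes here by edgeR without the block. This is lower than the number the study reports, for which the text does not say whether p was adjusted. DESeq2 with the replicate block gave 1395 genes, 853 higher and 542 lower. The study's own counts equal these, so a model with a replicate term and an unadjusted p is likely what it used.

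DMSO replicate 5 had 2.22 CPM of Ins2, 7.27 CPM of Ins1 and 0.0924 CPM of Gcg. Adjudin replicate 3 had 297 CPM of Alb, 135 CPM of Afp and 119 CPM of Ahsg, genes of liver, chosen after their values were seen. Both libraries of replicate 2 had low counts of the Y-linked gene Ddx3y, 8.32 and 4.88 CPM.

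In 3 genes every Adjudin library lay above every DMSO library and in 3 below, where chance gives 10.9 in all. These were Cyp1a1, Ddit4, Slc30a1, Ciao1, E330034L11Rik and Gm26811. In 178 genes Adjudin was higher in 7 of 7 pairs and in 160 lower, where chance gives 146 each.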
